# The Ablation of VEGFR-1 Signaling Promotes Pressure Overload-Induced Cardiac Dysfunction and Sudden Death

**DOI:** 10.3390/biom11030452

**Published:** 2021-03-17

**Authors:** Annakaisa Tirronen, Nicholas L. Downes, Jenni Huusko, Johanna P. Laakkonen, Tomi Tuomainen, Pasi Tavi, Marja Hedman, Seppo Ylä-Herttuala

**Keywords:** VEGFR-1, Flt1, heart failure, HFpEF, hypertrophy, pressure overload

## Abstract

Molecular mechanisms involved in cardiac remodelling are not fully understood. To study the role of vascular endothelial growth factor receptor 1 (VEGFR-1) signaling in left ventricular hypertrophy (LVH) and heart failure, we used a mouse model lacking the intracellular VEGFR-1 tyrosine kinase domain (VEGFR-1 TK^−/−^) and induced pressure overload with angiotensin II infusion. Using echocardiography (ECG) and immunohistochemistry, we evaluated pathological changes in the heart during pressure overload and measured the corresponding alterations in expression level and phosphorylation of interesting targets by deep RNA sequencing and Western blot, respectively. By day 6 of pressure overload, control mice developed significant LVH whereas VEGFR-1 TK^−/−^ mice displayed a complete absence of LVH, which correlated with significantly increased mortality. At a later time point, the cardiac dysfunction led to increased ANP and BNP levels, atrial dilatation and prolongation of the QRSp duration as well as increased cardiomyocyte area. Immunohistochemical analyses showed no alterations in fibrosis or angiogenesis in VEGFR-1 TK^−/−^ mice. Mechanistically, the ablation of VEGFR-1 signaling led to significantly upregulated mTOR and downregulated PKCα phosphorylation in the myocardium. Our results show that VEGFR-1 signaling regulates the early cardiac remodelling during the compensatory phase of pressure overload and increases the risk of sudden death.

## 1. Introduction

Heart failure has been estimated to affect approximately 1–2% of the adult population in developed countries [1]. The continuous prolongation of the mean life expectancy and the increase in additional risk factors such as obesity, coronary artery disease and hypertension are the main attributes to the high incidence. Compared to the other major forms of cardiovascular disease, heart failure is the only disease with increasing prevalence and mortality [2]. Patients with heart failure commonly have a history of hypertension and consequent left ventricular hypertrophy (LVH) [3]. When pressure overload is sustained, cardiac remodelling occurs, as an adaptive response, which includes development of LVH combined with diastolic and/or systolic dysfunction. Eventually this leads to decompensated hypertrophy characterised by contractile dysfunction, reduced coronary flow reserve, interstitial fibrosis, as well as changes in metabolism and electrophysiology, triggering clinically evident heart failure.

Heart failure can be classified according to the LV systolic function measured as LV ejection fraction. This classification includes heart failure with preserved ejection fraction (HFpEF with EF over 50%) and heart failure with reduced ejection fraction (HFrEF with EF less than 40%). Both HFpEF and HFrEF patients have equally poor prognosis, the 5 year absolute all-cause mortality is around 55% [4]. The molecular mechanisms leading to cardiac remodelling and heart failure are not fully understood but defective angiogenesis is one factor promoting the transition from compensatory LVH to decompensated heart failure [4,5]. Heart requires adequate oxygen and nutrition supply to maintain myocyte growth during hypertrophy and therefore insufficient blood flow and angiogenesis could result in contractile dysfunction and accelerated progression from compensatory cardiac hypertrophy to heart failure.

Vascular endothelial growth factor receptor 1 (VEGFR-1) belongs to the VEGF-receptor family, and mediate signalling of VEGFs, which are important mediators of vasculogenesis, angiogenesis and vascular maintenance. VEGFR-1 specific ligands, VEGF-B and placental growth factor (PlGF), have been shown to exhibit angiogenic properties in the myocardium [6,7,8]. However, several studies suggest that the main function of VEGFR-1 is to sequester VEGF-A and thus modulate VEGFR-2 signaling and angiogenesis [9,10,11]. VEGFR-1 knockout mice die in utero due to overgrowth and disorganisation of endothelial cells whereas VEGFR-1 tyrosine kinase (TK)-deficient mice are healthy and fertile [12,13]. Additionally, VEGFR-1 has an approximately 10-fold higher binding affinity to VEGF-A than VEGFR-2, but its kinase activity is very weak [13]. Vascular growth factors have been shown to induce myocardial hypertrophy in mice and rats, but the signaling mechanisms that mediate this growth are poorly understood. VEGF-B expression is downregulated in heart failure and VEGF-B gene therapy has been shown to have a protective role in progressive LVH [14]. However, it remains unknown whether VEGFR-1 signaling is essential in pathological LVH.

In this study, we investigated whether VEGFR-1 signaling has a role in the progression of LVH and heart failure. We also studied what molecular changes the deficiency of VEGFR-1 signaling induces in the myocardium and whether it has a role in cardiac angiogenesis. For this we used domain-specific knockout mouse lacking the intracellular VEGFR-1 tyrosine kinase domain (TK^−/−^) and induced pathological hypertrophy with angiotensin II infusion and followed the disease progression. Here we show that the ablation of VEGFR-1 signaling halts the development of compensatory hypertrophy during pressure overload and leads to significantly increased mortality. Furthermore, VEGFR-1 TK^−/−^ mice exhibited increased ANP and BNP levels and showed significant alterations in echocardiography (ECG) but no changes in myocardial angiogenesis or fibrosis. Protein expression analyses revealed significantly upregulated mTOR and downregulated PKCα phosphorylation in the myocardium, suggesting that VEGFR-1 not only functions as a decoy receptor, but its signaling has a significant role in the development of pathological LVH and prevention of heart failure.

## 2. Materials and Methods

### 2.1. Angiotensin II Infusion

Pathological LVH was generated by angiotensin II (angII, Phoenix Pharmaceuticals Inc., CA, USA) infusion via subcutaneous Alzet osmotic minipumps (Durect Corporation, Cupertino, CA, USA) for two weeks (0.1 mg/kg/h). Five-to-seven-month-old male VEGFR-1 TK^−/−^ mice [12] and their littermate controls were anesthetised with isoflurane (induction: 4.5% isoflurane, 450 mL air, maintenance: 2.0% isoflurane, 200 mL air, Baxter 28 International Inc., Deerfield, IL, USA) for the operation and an analgesic (carprofen 5 mg/kg, s.c.; Rimadyl, Pfiser Inc., New York, NY, USA) was administered. The mice were kept in standard housing conditions in the National Laboratory Animal Centre of the University of Eastern Finland. Diet and water were provided ad libitum. Mice were euthanized with CO_2_ and perfused with phosphate-buffered saline (PBS). All animal procedures were approved by the Animal Experiment Board in Finland and were carried out in accordance with the guidelines of the Experimental Animal Committee of the University of Eastern Finland. The animal licence number is ESAVI-2014-5089.

### 2.2. Echocardiography and Electrocardiography Recording

High-resolution transthoracic echocardiographic measurements were performed using VEVO2100 Ultrasound System for small animals (Fujifilm VisualSonics Inc., Toronto, ON, Canada) using a high-frequency ultrasound probe (MS400) operating at 18–38 MHz. Mice were anesthetised with isoflurane induction: 4.5% isoflurane, 450 mL air and maintenance; 2.0% isoflurane, 200 mL air (Baxter 28 International Inc., Deerfield, IL, USA). LV dimensions and wall thickness were measured from the parasternal short axis M-Mode images using papillary muscles as an indication of mid-ventricular level. LV systolic function was measured by using Teicholz method and diastolic function by measuring the LV relaxation time starting from the peak systole and ending when the maximum relaxation of LV posterior wall was achieved. The analysis was conducted from three consecutive cardiac cycles using VEVO Lab software (Fujifilm VisualSonics Inc., ON, Canada). In addition, ECG signal was acquired via limb electrodes during echocardiography and data were analysed with rodent ECG imaging software (Kubios HRV 2.0, Kuopio, Finland) as previously described [15].

### 2.3. Immunohistochemistry

For immunohistochemical analyses, 4 µm thick paraffin-embedded cardiac sections fixed with 4% paraformaldehyde were used. Haematoxylin-Eosin staining was performed to characterise tissue morphology and anti-laminin antibody (ab11575, 1:500, Abcam, Cambridge, UK) with goat anti-rabbit IgG Alexa 594 (Thermo Fisher Scientific, Waltham, MA, USA) were used to visualise the cardiomyocyte area. To analyse hypertrophy-induced fibrosis, cardiac sections were stained with Masson´s trichrome (Sigma-Aldrich, St Louis, MO, USA) and Picro Sirius Red (Abcam, Cambridge, UK). Blood capillaries were stained with biotinylated lectin (Biotinylated Griffonia (Bandeiraea) Simplicifolia Lectin I, 1:100, Vector Laboratories, Burlingame, CA, USA). αSMA-positive vessels were detected with αSMA antibody (anti-alpha smooth muscle actin-Cy3, 1:200, Sigma-Aldrich, St Louis, MO, USA) and VEGFR-1 with mouse VEGFR-1 antibody (AF471, 1:200, R&D, Minneapolis, MN, USA). Apoptotic cells were detected with Click-iT™ Plus Tunel assay (Thermo Fisher Scientific, Waltham, MA, USA). Tissue sections were imaged with a light microscope (Nikon Eclipse Ni, Nikon, Tokyo, Japan) and image analyses were performed with ImageJ software.

For visualisation of the myocardial capillary network, PFA-fixed myocardial tissue was sliced about 1 mm thick and immersed in Immunomix (0.3% Triton-X, 0.2% BSA and 5% normal serum in PBS). Rat anti-mouse CD31 (553370, BD Pharmingen, Franklin Lakes, NJ, USA)) was added and tissue samples were incubated overnight. Then samples were washed with PBS and incubated with goat anti-rat IgG Alexa 594 (Thermo Fisher Scientific, Waltham, MA, USA) overnight. Imaging was performed with Zeiss LSM800 (Carl Zeiss, Oberkochen, Germany) Airyscan confocal laser scanning microscope and 555 nm diode laser was used together with the appropriate emission filter. 10×/0.3 or 20×/0.5 PlanApo objectives were used (1024 × 1024 frame size). Maximum intensity projections were generated with ImageJ software [16].

### 2.4. Western Blotting

Proteins from snap frozen cardiac tissues were extracted using T-PER Tissue Protein Extraction Reagent (Thermo Fisher Scientific, Waltham, MA, USA) and total protein concentration was determined by BCA kit (Thermo Fisher Scientific, Waltham, MA, USA). Then, 20–40 µg of protein were separated on Mini-PROTEAN TGX Stain-free gels (Bio-Rad, Hercules, CA, USA) and transferred to nitrocellulose membrane (Bio-Rad, Hercules, CA, USA). The membranes were incubated in iBind automated western system (Invitrogen, Waltham, MA, USA) with primary antibodies against VEGFR-2 (55B11, Cell Signaling, Danvers, MA, USA), VEGF-A (sc7269 Santa Cruz Biotechnology, Dallas, TX, USA), Akt (9272, Cell Signaling, Danvers, MA, USA), p-Akt (4058, Cell Signaling, Danvers, MA, USA), mTOR (2983, Cell Signaling, Danvers, MA, USA), p-mTOR (5536, Cell Signaling, Danvers, MA, USA), PKG-1 (3248, Cell Signaling, Danvers, MA, USA), PKCα (ab32376, Abcam, Cambridge, UK), p- PKCα (ab76016, Abcam, Cambridge, UK), ERK1/2 (137F5, Cell Signaling, Danvers, MA, USA), p-ERK1/2 (20G11, Cell Signaling, Danvers, MA, USA) and GAPDH (2118, Cell Signaling, Danvers, MA, USA) (1:1000). Stain-free gels were UV-activated for 2.5 min before blotting and total protein amount was measured with ChemiDox XRS (Bio-Rad, Hercules, CA, USA) before enhanced chemiluminescent (ECL) detection. Specific bands were normalised to total protein or GAPDH expression using ImageLab software (Bio-Rad, Hercules, CA, USA).

### 2.5. RNA Isolation and RT-qPCR

Adult mouse cardiac cells were isolated with a Langendorff perfusion system as previously described [17]. Immediately after excision, cardiac tissue was placed in Langendorff apparatus and tissue break-down was performed with trypsin (Sigma-Aldrich, St Louis, MO, USA) and liberase (Roche Applied Science, Mannheim, Germany) enzymes. Ventricles were cut into small pieces and single-cell suspension was achieved by carefully triturating with glass Pasteur pipette. Cell suspension was centrifuged for 1 min at 700 g, and pelleted cells were collected as a cardiomyocyte sample and supernatant as a sample containing other cell types. Total RNA from adult cardiomyocytes and heart tissue was isolated using TRI Reagent Solution (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s recommendations. Then, 1.5 µg of RNA, purified from the aqueous phase with RNeasy Mini Spin columns (Qiagen, Hilden, Germany), was used for cDNA synthesis. RNA was reverse transcribed by using random hexamer primers and RevertAid Reverse Transcriptase (Thermo Scientific, Waltham, MA, USA) and gene expression was analysed using PrimeTime qPCR primer-probe sets (IDT, Newark, NJ, USA) or TaqMan gene expression assays (Thermo Fisher Scientific, Waltham, MA, USA). Quantitative measurements of mRNAs were performed with StepOnePlus Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, USA). The catalog numbers for gene expression assays: Col3a1 (Mm.PT.58.13848686), NPPA (Mm01255747_g1), NPPB (Mm01255770_g1), PPIA (Mm02342430_g1), RPLP0 (Mm.PT.5843894205), VEGF-B (Mm01231781_g1), VEGFR-1 (Mm.PT.5843852013).

### 2.6. RNA Sequencing

Total RNA was isolated with TRI Reagent Solution (Invitrogen) according to the manufacturer’s recommendations. The yield and integrity (RIN > 7.0) for each of the isolated RNA samples were assessed using Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), respectively. Next, 1 µg of RNA per sample was sent to Macrogen (Seoul, South Korea) for library construction and sequencing. Poly-A-selected RNA was used to prepare cDNA libraries with the TruSeq stranded mRNA library prep Kit (Illumina, San Diego, CA, USA). Libraries were QC checked and quantitated using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and equimolar pooled and paired-end sequenced (2 × 100 cycles) on the NovaSeq 6000 (Illumina, San Diego, CA, USA) for 30 million reads per sample. Paired-end reads were trimmed and filtered using Trim Galore (v.0.4.4) with Phred quality score cutoff 30. Processed reads were aligned to the genome assembly GRCm38 using STAR version 2.5.4b [18] with options --outFilterMismatchNoverLmax 0.04 and --outFilterMultimapNmax 10. Aligned reads mapping to features were assigned using featureCounts (Rsubread 1.32.4) with the sGencode M16 GTF. Transcripts with low counts of CPM < 1 not present in at least 2 libraries above this threshold were considered not expressed and removed from the analysis. Library sizes were subsequently normalised using trimmed mean of M-values (TMM) and the generalised linear model likelihood ratio test was used to estimate differential expression using edgeR (3.24.3). Transcripts with a log FC of ≥ 0.585 or ≤ −0.585 and *FDR* < 0.1 were considered differentially expressed. Plots were produced and visualised in R using ggplot2. Multidimensional scaling (MDS) was performed using cmdscale.

### 2.7. Data Availability

The RNA sequencing data generated in this publication have been deposited in GEO under the accession GSE162489.

### 2.8. Statistical Analysis

Statistical analyses were performed with GraphPad Prism v5.03 (GraphPad Software). Significance was tested using Student’s *t*-test or one-way ANOVA with Bonferroni´s Multiple comparison post-test. Survival curves were created using the Kaplan–Mayer method and survival curves were compared with a log-rank test. Results are expressed as mean ± SEM and differences were considered statistically significant at * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

## 3. Results

### 3.1. Deletion of the VEGFR-1 Signaling Halts the Early Development of Myocardial Compensatory Hypertrophy and Leads to Cardiac Dysfunction

Several publications have shown that VEGFR-1 ligands VEGF-A and VEGF-B in the heart induce LVH and angiogenesis as well as regulate cardiac function [7,8,19]. To test whether VEGFR-1 signaling is involved in these processes, we studied cardiac function at baseline and during pressure overload using domain–specific knockout mouse lacking the intracellular VEGFR-1 tyrosine kinase domain (TK^−/−^). First, we performed baseline cardiac function analysis (day 0) with high-resolution transthoracic echocardiography for five-to-seven-month-old VEGFR-1 TK^−/−^ mice and their littermate control mice. Both groups displayed similar cardiac parameters indicating that VEGFR-1 TK activity is not required for normal cardiac function at resting conditions (Figure 1A–F).

To assess the effects of VEGFR-1 signaling in the development of LVH, we inserted subcutaneous angII pumps in VEGFR-1 TK^−/−^ mice and their littermate controls. Mice were followed by echocardiography for two weeks to evaluate the cardiac function and the progression of LVH induced by pressure overload. At day 6 of pressure overload, control mice exhibited rapid cardiac remodelling and the development of compensatory LVH was seen as a 20.6% increase in ejection fraction (EF) and significantly elevated thickness of the anterior wall of the left ventricle (LVAW) and decreased end-systolic as well as end-diastolic diameters (Figure 1B–E). In addition, left ventricular systolic volume (LV Vol;s) was significantly reduced (Figure 1F). In contrast, VEGFR-1 TK^−/−^ mice displayed no response to pressure overload and showed no changes in the cardiac parameters at day 6 (Figure 1B–F). However, VEGFR-1 TK^−/−^ mice had a LV filling dysfunction seen as a slower LV relaxation in M-mode ultrasound recording compared to control mice (Figure 1A) (62.5% vs. 16.7% of mice, respectively). At day 14, VEGFR-1 TK^−/−^ mice showed a significant thickening of the LVAW, whereas the LV volume and EF remained unaltered (Figure 1B,C,F). Aortic root diameter did not change during pressure overload in either of the two groups (Figure 1G).

Unexpectedly, pressure overload had an effect on VEGFR-1 TK^−/−^ mice mortality by reducing their survival by 33.3% compared to the controls (Figure 2). Mortality was the highest on days 3–6 of angII infusion in parallel to the absence of compensatory LVH development indicating the lack of pressure overload-induced cardiac remodelling in these mice. 

We acquired surface ECG signal during echocardiographic imaging and were able to show that, at day 14, LVH induces a significant prolongation in ventricular depolarisation of VEGFR-1 TK^−/−^ mice, which is seen as widening of the QRS complex by 25% (Figure 3A,B). Additionally, QRSp duration was also prolonged by 25% representing an increase in ventricular depolarisation and early repolarisation. There were no significant changes in R or S waves; however, both groups exhibited some changes in J wave, including widening and lowering of J wave. The amplitude of P wave was increased in VEGFR-1 TK^−/−^ mice, suggesting atrial dilatation. No arrhythmias were detected during the ECG recordings.

Altogether, VEGFR-1 signaling is required for the early cardiac remodelling induced by pressure overload, and the loss of signaling results in the lack of compensatory LVH at early time point and the higher pressure overload-induced sudden cardiac death rate. Furthermore, VEGFR-1 TK deletion induced significant alterations in ECG such as prolongation of QRSp, increase in the amplitude of P wave and causes cardiac dysfunction.

### 3.2. VEGFR-1 Tyrosine Kinase Deficiency Results in a Delayed but more Robust Development of Cardiomyocyte Hypertrophy

After 14 days of angII infusion, we collected tissue samples from the surviving mice and performed histological, transcriptomics and protein analyses. To compare the effects of VEGFR-1 TK deletion after angII infusion in histological level, we visualised cardiac tissue morphology and assessed putative structural changes with Haematoxylin-Eosin and laminin staining from day 14 time point. In cross sections, VEGFR-1 TK^−/−^ mice exhibited significantly larger cardiomyocyte area (Figure 4A), that was confirmed by cell area quantification (21% increase compared to the controls) and echocardiographic measurement of LV mass (15% increase compared to the controls) revealing more robust cardiac hypertrophy in VEGFR-1 TK^−/−^ mice compared to the control mice (Figure 4B,C).

ANP and BNP secretion from the heart is increased during hemodynamic overload and cardiac remodelling both in humans and in experimental animal models [5]. ANP and BNP levels were increased after angII infusion, in particular in VEGFR-1 TK KO mice, suggesting cardiac dysfunction (Figure 4D,E). Cardiac fibrosis is a key pathological process in LVH and cardiac dysfunction, and it can be seen as diffuse, disproportionate accumulation of collagen in the myocardial interstitium. Interstitial fibrosis was graded from Masson’s trichrome and perivascular fibrosis from Sirius Red-stained sections, but no significant differences in collagen deposition in VEGFR-1 TK^−/−^ and control mice were observed, and in addition *Col3a1* mRNA levels were similar in both groups (Figure 4F–K).

### 3.3. Deletion of VEGFR-1 Signaling Has no Effect on Angiogenesis in the Myocardium 

Chronic pressure overload triggers physiological angiogenesis to maintain adequate oxygen and nutrition flow to growing heart muscle. Since VEGFR-1 is a known regulator of angiogenesis, we wanted to assess the potential angiogenic changes induced by VEGFR-1 TK signaling during angII infusion. For this we measured the level of angiogenesis and the cross-sectional area of capillaries in both VEGFR-1 TK^−/−^ and control mice at day 14 time point. Histological sections were lectin-stained to visualise ventricular capillary cross-sectional area and αSMA-stained to assess arterial density as well as area. VEGFR-1 TK^−/−^ mice showed no impairment in cardiac angiogenesis during pathological hypertrophy, both capillary and arterial cross-sectional area and density remained unaltered (Figure 5A–F). 3D capillary hierarchy of baseline mice was visualised with pericardial CD31 staining combined with confocal microscopy (Figure 5G). The capillary network was similar between both groups; equal amounts of capillary connections and sprouts were present. The capillary area was slightly increased in VEGFR-1 TK^−/−^ mice but not significantly suggesting that angiogenic alterations did not induce the differences in LVH development (Figure 5H). Another pathological process during the development of heart failure due to LVH is apoptosis that leads to loss of cardiomyocytes and contractile force. Both groups exhibited similar levels of TUNEL-positive apoptotic cells in the myocardium, suggesting that VEGFR-1 has no role in predisposing cardiomyocytes to apoptosis during LVH (Figure 5I).

### 3.4. VEGFR-1 Levels Are Increased in the Myocardium during LVH 

Next, we stained both intact and LVH myocardium samples for VEGFR-1 to assess protein expression changes during pressure overload. Immunohistological staining revealed that VEGFR-1 levels were increased in hypertrophic hearts compared to baseline. Both VEGFR-1 TK^−/−^ and control mice exhibited increased VEGFR-1 staining and mRNA expression levels in heart during LVH (Figure 6A,B). Furthermore, there was a trend of decreased VEGF-B levels in both VEGFR-1 TK^−/−^ and control mice myocardium after pressure overload.

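RNA of the LVs of 8 mice was sequenced on day 14 of angII infusion (0.1 mg/kg/h), with 4 libraries per genotype. VEGFR-1 TK-/- mice carry an allele of *Flt1*, the gene of VEGFR-1, without the tyrosine kinase domain. The sample labels contradict each other on the genotype: the genotype tag and the library name of each library name one genotype, and the sample title names the other. Libraries were grouped here by the tags and library names and are called control-tagged and VEGFR-1 TK-/--tagged. Each log2 fold change sets the VEGFR-1 TK-/--tagged libraries against the control-tagged libraries, and its sign reverses if the titles are right. The labels also describe depletion of ribosomal RNA where the paper describes poly-A selection, and the library names refer to cardiomyocytes where the paper describes LV tissue. The authors trimmed the reads, aligned them to the mouse genome GRCm38 with STAR, counted them on the genes of GENCODE M16 with featureCounts and deposited the counts without normalization. The paper does not state whether strand or reads with several alignments entered the counting. Between 12349639 and 16239670 counts per library (median 12981216.5) fell on genes in the control-tagged group, and between 11449137 and 13505888 (median 12075829) in the VEGFR-1 TK-/--tagged group. The paper states a depth of 30 M reads per sample, and the values here use the counts on genes, with a median of 12.4 M over all libraries. Every pair of libraries of one group differed by more than the sampling noise, so each library was used as 1 replicate. Of 46040 genes, 23443 had no count in any library and 13542 reached a CPM, the count scaled to the library total, of at least 1 in at least 2 libraries, the filter of the paper. Counts were normalized by the TMM method and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. As in the paper, a gene was called at an FDR under 0.1 and an absolute log2 fold change of at least 0.585.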

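*Flt1* (ENSMUSG00000029648) lies on chromosome 5 of GRCm38 from 147561604 to 147726011 on the minus strand. In the control-tagged replicates 1 to 4, its normalized CPM was 67.4, 68.4, 56.9 and 84.3. In the VEGFR-1 TK-/--tagged replicates 1 to 4, it was 144, 149, 169.6 and 168. The means were 69.3 ± 11.3 (SD, n = 4) and 158 ± 13.2 (SD, n = 4), a log2 fold change of 1.19 (SE 0.12, FDR = 0.00808 from edgeR's quasi-likelihood test). The groups did not overlap (2-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). The log2 fold change ranged from 1.10 to 1.30 over 16 alternatives in test, normalization, filter, block and libraries. A count over the whole gene does not separate transcripts with and without the tyrosine kinase domain, so it does not decide which of the contradicting labels is right.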

To investigate the molecular mechanism behind the observed differences in the development of LVH and cardiac dysfunction, we assessed differentially expressed genes in the myocardium of VEGFR-1^−/−^ mice by isolating and deep sequencing cardiac left ventricular RNA after angII infusion. Surprisingly, expression levels were unaltered in isolated cardiomyocytes at the baseline (data not shown) and only 9 genes were significantly regulated in the LVs of angII treated VEGFR-1 TK^−/−^ mice when compared to the controls (Figure 6C,D). 

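By the quasi-likelihood test, 1 of 13542 genes was called between the groups of LVs, *Flt1*, and 1213 genes had an unadjusted p under 0.05. Among changes of a single choice, the likelihood ratio test named in the paper's methods moved this number most. It called 53 genes, of which 12 were higher and 41 lower in the VEGFR-1 TK-/--tagged libraries. These 53 genes included *Flt1* and 5 of the 9 genes shown in Figure 6C,D, namely *Acta1*, *Ankrd1*, *Cmss1*, *Cxcr4* and *Hcar1*. Cardiomyocytes at baseline were not analysed here.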

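Of the 9 genes shown in Figure 6C,D, *Hcar1*, *Acta1*, *Ankrd1*, *Cxcr4*, *Arsi* and *Foxs1* were lower and *Cmss1*, *Acot2* and *A530016L24Rik* were higher in the VEGFR-1 TK-/--tagged libraries. With the groups taken from the sample titles, all 9 directions are the opposite. The paper chose these genes by their difference in these same libraries, so separate groups or a small permutation p give no independent support. The direction of each gene was the same in all 144 comparisons, 9 genes under 16 alternatives. The quasi-likelihood test over all 8 libraries called none of the 9 genes with the filter on low counts, and *Acta1*, *Ankrd1*, *Cmss1* and *Cxcr4* without it. *Arsi* (ENSMUSG00000036412, chromosome 18, 60911780 to 60918561) had a normalized CPM of 5.55 ± 1.23 (SD, n = 4) in the control-tagged and 2.98 ± 0.885 (SD, n = 4) in the VEGFR-1 TK-/--tagged libraries. Its log2 fold change was −0.89 (SE 0.25, FDR = 0.442), with overlapping groups (exact permutation test, p = 0.0571). *Foxs1* (ENSMUSG00000074676, chromosome 2, 152931898 to 152933208) fell from 7.01 ± 1.98 to 4.17 ± 0.521 normalized CPM (SD, n = 4 per group), a log2 fold change of −0.74 (SE 0.22, FDR = 0.453), without overlap of the groups (exact permutation test, p = 0.0286). *Cmss1* (ENSMUSG00000022748, chromosome 16, 57302000 to 57606864) was at 35.1 ± 7.17 and 55.1 ± 5.58 normalized CPM (SD, n = 4 per group). This log2 fold change of 0.65 (SE 0.14) had an FDR = 0.442 by the quasi-likelihood test and an FDR = 0.0183 by the likelihood ratio test, the latter the lowest in a range up to 0.941 over the 16 alternatives. The log2 fold changes of *Acot2* (ENSMUSG00000021226, chromosome 12, 83987861 to 83993873) and *A530016L24Rik* (ENSMUSG00000043122, chromosome 12, 112489448 to 112499927) were 0.64 (SE 0.18, FDR = 0.448) and 0.66 (SE 0.19, FDR = 0.453). The counting could have split reads of *Acot2* with its paralog *Acot1*, which had a log2 fold change of 1.25. The groups of *Acot2* overlapped and those of *Cmss1* and *A530016L24Rik* did not.

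**Figure D1:**
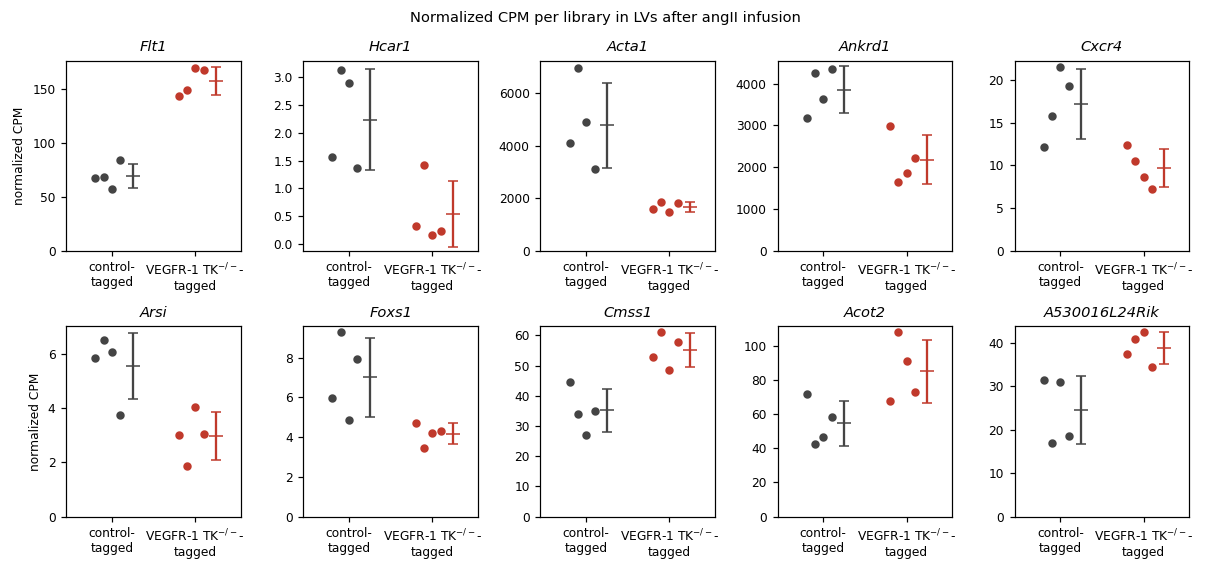
Normalized CPM of *Flt1* and of the 9 genes in each of the 8 libraries, with the genotype by tags on the horizontal axis. Points are libraries, and the line and bar beside them are the mean and SD of 4 libraries. Each gene has its own vertical scale. The groups of *Flt1*, *Acta1*, *Ankrd1*, *Foxs1*, *Cmss1* and *A530016L24Rik* do not overlap, and for *Hcar1* the SD of the VEGFR-1 TK-/--tagged group reaches below 0.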

Of the differentially regulated genes, 6 were upregulated and 3 downregulated. These data suggest that VEGFR-1 signaling has only minor effects at the transcriptomic level. 

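Over the 13542 genes tested, the median absolute log2 fold change between the groups was 0.13, and 3.60% of the genes had an absolute log2 fold change of at least 0.585. The biological coefficient of variation between libraries of one group was 15.1%. In 675 genes (4.98%) the groups did not overlap, where chance gives 2.86% on average for 4 libraries against 4. How far this share varies between splits of the libraries was not computed, so an excess over chance is not shown. In the quasi-likelihood test, the split by genotype gave 1213 genes with an unadjusted p under 0.05, and other splits gave up to 2057. The mean distance between libraries, the root mean square log2 difference over the 500 genes that differed most in each pair, was 1.45 within groups and 1.50 between groups. Of the 35 splits of the libraries into 4 and 4, 3 gave as large a difference, the split by genotype included (exact permutation p = 0.0857). With 4 libraries per group, this neither shows nor excludes a difference between the groups. From the low number of regulated genes, the paper proposes that the loss of VEGFR-1 signaling changes the transcriptome little.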

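*Hcar1* (ENSMUSG00000049241, chromosome 5, 123876736 to 123880020) was covered by few reads, 17 to 43 per control-tagged library and 2 to 16 per VEGFR-1 TK-/--tagged library. Its normalized CPM was 2.24 ± 0.899 (SD, n = 4) and 0.536 ± 0.594 (SD, n = 4), a log2 fold change of −2.10 (SE 0.55, FDR = 0.442 from edgeR's quasi-likelihood test). This was the fifth lowest log2 fold change of the 13542 genes. The groups overlapped in 1 library, replicate 2 of the VEGFR-1 TK-/--tagged group with 16 reads (exact permutation test, p = 0.0571). Without this library, the log2 fold change was −3.18. *Hcar1* was called by the likelihood ratio test (FDR = 0.0587, in a range from 0.0587 to 0.753 over 15 alternatives), and DESeq2 gave no FDR for it.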

The most upregulated gene was Hydroxycarboxylic acid receptor 1 (*HCAR1*), which is activated by lactic acid and blockade of HCAR1 may prevent and treat obesity [20]. Novel HCAR1 agonists can also induce hypertension in several species [21]. 

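*Acta1* (ENSMUSG00000031972, chromosome 8, 123891769 to 123894751) was among the abundant transcripts, with a normalized CPM of 4770 ± 1629 (SD, n = 4) in the control-tagged and 1676 ± 189 (SD, n = 4) in the VEGFR-1 TK-/--tagged LVs. The log2 fold change was −1.51 (SE 0.22), with an FDR = 0.152 from edgeR's quasi-likelihood test. Its paralog *Actc1*, with which the counting could have split reads, had a log2 fold change of −0.09 (SE 0.20). Every control-tagged library was above every VEGFR-1 TK-/--tagged library (exact permutation test, p = 0.0286). The paper chose *Acta1* from these same libraries, so this separation is no independent support. The control-tagged libraries spread from 3125 to 6958 normalized CPM, replicate 2 being the highest. Without control-tagged replicate 2, the log2 fold change was −1.27 and *Acta1* was called (FDR = 0.0507). Without control-tagged replicate 4, it was −1.67 and called too (FDR = 0.0455). Over all libraries, the likelihood ratio test gave an FDR = 2.85e-08. DESeq2 and the fit without the filter on low counts also called the gene, and the FDR ranged from 1.53e-09 to 0.753 over the 16 alternatives.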

Another upregulated gene was α-actin 1, encoded by *ACTA1*, which has been shown to be increased in LVH and heart failure both in rodents and in humans [22,23]. In addition, ankyrin repeat domain 1 (*ANKRD1*) expression has been shown to be upregulated in LVs of heart failure patients and it was also upregulated in VEGFR-1 TK^−/−^ LVs [24]. 

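*Ankrd1* (ENSMUSG00000024803) lies on chromosome 19 of GRCm38 from 36111961 to 36120099. Its normalized CPM was 3855 ± 554 (SD, n = 4) in the control-tagged and 2177 ± 584 (SD, n = 4) in the VEGFR-1 TK-/--tagged LVs, so that expression fell by 0.82 on the log2 scale (SE 0.19, FDR = 0.442 from edgeR's quasi-likelihood test). The lowest control-tagged library had 3183 and the highest VEGFR-1 TK-/--tagged library 2982 normalized CPM, and the groups did not overlap (exact permutation test, p = 0.0286). Leaving out each library in turn gave log2 fold changes from −1.01 to −0.72, none of them called. *Ankrd1* was called by the likelihood ratio test (FDR = 0.0137), by DESeq2 and without the filter on low counts, in a range of FDR from 0.00725 to 0.941 over the 16 alternatives.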

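*Cxcr4* (ENSMUSG00000045382, chromosome 1, 128588199 to 128592293) had 162 to 321 reads per control-tagged library and 91 to 153 per VEGFR-1 TK-/--tagged library. Its normalized CPM was 17.2 ± 4.14 (SD, n = 4) in the former and 9.71 ± 2.24 (SD, n = 4) in the latter, a log2 fold change of −0.83 (SE 0.20, FDR = 0.442 from edgeR's quasi-likelihood test). Replicate 1 of the control-tagged group (12.1 normalized CPM) was below replicate 1 of the VEGFR-1 TK-/--tagged group (12.4 normalized CPM), so that the groups overlapped (exact permutation test, p = 0.0571). Calls of *Cxcr4* came from the likelihood ratio test, DESeq2 and the fit without the filter on low counts. Its FDR was 0.0587 by the likelihood ratio test and ranged from 0.0587 to 0.941 over the 16 alternatives.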

The most interesting upregulated gene however is the chemokine receptor-4 (*CXCR4*), which has been previously shown to be regulated by VEGFR-1 signaling [25,26]. CXCR4 is also upregulated during the development of LVH and AAV9 CXCR4 gene therapy has been shown to prevent adaptive ventricular remodelling after transverse aortic constriction [27].

To further explore the culprits responsible for the observed differences in the development of LVH, we isolated proteins from the LVs after angII infusion and performed Western blot for signaling pathways associated with cardiac hypertrophy and VEGFR-1 signaling. First, we hypothesised that the lack of VEGFR-1 signaling could affect the protein expression levels of VEGFR-2 or VEGF-A in the LV, but we were not able to find any significant changes between the groups for either proteins (Figure 6E–G). Then we looked at the expression levels of proteins important for hypertrophy, such as the protein kinase C (PKC) family of calcium- and/or lipid-activated serine-threonine kinases that have been shown to induce cardiomyocyte hypertrophy and cardiac contractility [28,29]. Our data show that VEGFR-1 TK^−/−^ mice have significantly less phosphorylated PKCα in the myocardium (Figure 6D,H), which is in concordance with reports indicating that disruption of PKCα signaling inhibits pressure overload-induced LVH [30]. Another interesting finding is that the phosphorylation of mammalian target of rapamycin (mTOR) was upregulated more than 5-fold in VEGFR-1 TK^−/−^ mice (Figure 6D,G).

## 4. Discussion

LVH and subsequent heart failure are major health concerns worldwide and especially heart failure has a great impact on both health-care-related costs and patient’s quality of life [2]. Heart failure is a complex syndrome, and its clinical manifestations include breathlessness, fatigue, swelling and cardiac dysfunction. The onset of HFpEF is strongly associated with increasing age, but conditions such as myocardial infarction, hypertension and valvular heart disease are additional risk factors. Unlike HFrEF that has established treatment options to improve the symptoms and the prognosis, HFpEF still remains poorly understood and lacks curative therapies. Although several signaling pathways are known to influence cardiomyocyte hypertrophy and heart failure, the exact mechanisms responsible for pathological cardiac changes in response to pressure overload are yet to be discovered. The revelation of the interaction between cardiac endothelium and myocytes has led to the hypothesis that vascular endothelial growth factors could be important players in the development of LVH and subsequent heart failure [19,31]. VEGF-B is the most abundantly expressed member of the VEGF family in the myocardium and VEGF-B overexpression has been shown to lead to mild hypertrophy and to improve systolic function during LVH after viral transfection [14,32].

In the present study, we show that VEGFR-1 TK signaling is dispensable for normal cardiac function but has an important role in LVH and heart failure. We induced LVH by subcutaneous infusion of angII, which increases the mean arterial pressure within 3 h of implantation of the mini pump [33]. Unexpectedly, VEGFR-1 TK-deficient mice exhibited no LV thickening and unaltered LV volume and EF together with increased mortality at the early time point. Survival curve confirms that the mortality of VEGFR-1 TK^−/−^ mice was the highest on days 3–6 of angII infusion and it coincided with the lack of compensatory LVH and signs of diastolic dysfunction. At later time point, VEGFR-1 TK^−/−^ mice developed a cardiac phenotype characterised by increased ANP and BNP levels and significant cardiomyocyte hypertrophy seen as prolongation of the QRSp duration and increased cardiomyocyte area in histological analysis. Furthermore, the expression of heart failure marker ACTA1 was significantly increased in VEGFR-1 TK^−/−^ mice. All the aforementioned findings suggest that VEGFR-1 signaling is required for the early phase of compensatory LVH, and the ablation of VEGFR-1 TK during pressure overload results in a phenotype similar to human HFpEF.

Reduced angiogenesis and a poor supply of oxygen and nutrients could restrict the development of compensatory LVH and subsequently lead to heart failure. Several studies indicate that VEGFR-1 signaling is important for angiogenesis, but the data lack uniformity since VEGFR-1 TK^−/−^ mice have been shown to express increased CD31-positive vessel area in the myocardium but impaired neovascularisation in the hind limbs [19,25]. To address the role of VEGFR-1 signaling in LVH and heart failure, we stained myocardial capillaries with lectin but were not able to detect any changes in the capillary area or density in VEGFR-1 TK^−/−^ mice when compared to controls during pressure overload. Furthermore, the density of αSMA-positive arteries was similar in both groups. We also performed whole-mount staining for CD31 to visualise the capillary network and CD31-positive vessel area in intact hearts, but again we found no significant differences between the groups. In addition, deep sequencing of cardiac RNA did not reveal expression alterations in genes responsible for angiogenesis or its regulation. 

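A list of 50 genes of angiogenesis and its regulation, written without use of these values, was tested in the LVs of the 4 control-tagged and 4 VEGFR-1 TK-/--tagged mice. All 50 genes passed the filter on low counts, 12 of them were higher in the VEGFR-1 TK-/--tagged libraries, and their median log2 fold change was −0.23. Over all genes tested, 1 of the 50 genes, *Flt1*, had an FDR under 0.1, and 19 had an unadjusted p under 0.05. Adjusted over the list alone, 10 genes were under 0.1. Of these, *Flt1* and *Angpt1* were higher and *Pdgfrb*, *Notch1*, *Cdh5*, *Tie1*, *Ephb4*, *Acvrl1*, *Dll4* and *Nrp2* were lower in the VEGFR-1 TK-/--tagged libraries. The absolute log2 fold change of the 8 lower genes was under the threshold of 0.585 in each case, *Pdgfrb* having the lowest value at −0.54, and that of *Angpt1* was 0.85. The number adjusted over the list alone fell to 1 without control-tagged replicate 3 or VEGFR-1 TK-/--tagged replicate 2, to 2 without control-tagged replicate 2, and rose to 22 without control-tagged replicate 1, to 15 without VEGFR-1 TK-/--tagged replicate 1 and to 19 with no filter on low counts. As a set, the list was lower in the VEGFR-1 TK-/--tagged libraries by limma's camera test with a preset correlation between genes of 0.01 (unadjusted camera value 3.41e-06), and this did not hold with the estimated correlation (0.0913) or with fry (0.0526). With RLE size factors fry gave 0.0484, without VEGFR-1 TK-/--tagged replicate 1 it gave 0.0386, and without control-tagged replicate 1 the estimated correlation and fry gave 0.0276 and 0.0107. In the other fits tested both stayed over 0.05, up to 0.239 and 0.184 with the replicate number as a block. Of the 35 splits of the libraries into 4 and 4, 19 gave a camera value under 0.05 with the preset correlation. As small a value came from 4 splits, the split by genotype included. The camera value thus cannot tell a genotype effect from other variation between libraries. The paper states the absence of alterations in these genes without naming them.

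**Figure D2:**
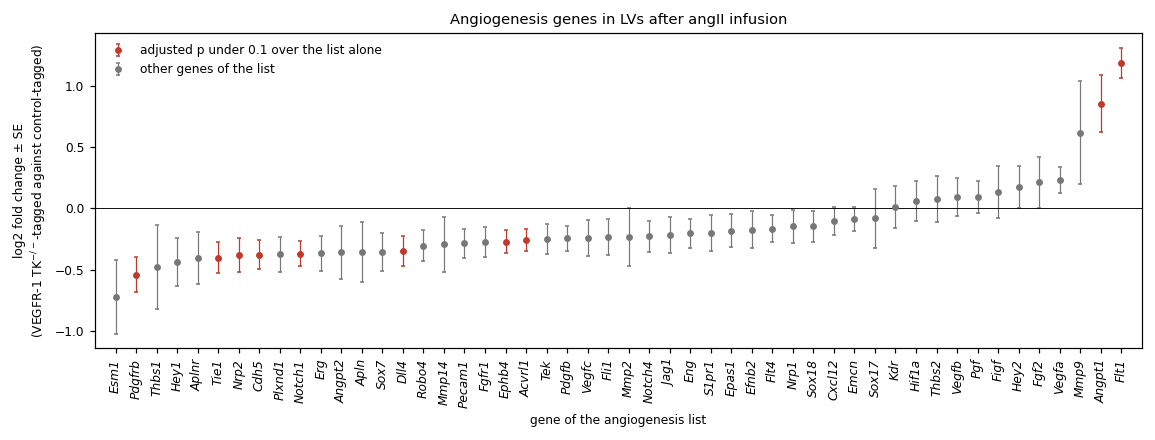
Log2 fold change of each of the 50 listed genes, VEGFR-1 TK-/--tagged against control-tagged libraries, with the SE as bars (n = 4 libraries per group) and in red the 10 genes under 0.1 after adjustment over the list alone. *Flt1*, at 1.19, lies above the other genes, which range from −0.72 to 0.85.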

Altogether, the data confirm that the delayed development of LVH is not due to alterations in angiogenesis in VEGFR-1 TK^−/−^ mice.

ECG analysis revealed that VEGFR-1 TK^−/−^ mice have significantly increased QRS and QRSp duration at day 14, which is in accordance with the histological finding of enlarged cardiomyocytes. In mice, an increase in QRSp duration might be a more sensitive marker of LV mass increase than QRS complex width [15]. QRS duration is affected both by heart size and impulse conduction velocity, and it has been associated with adverse outcomes in heart failure [15,34]. Also, the amplitude of P wave was found to be significantly increased in VEGFR-1 TK^−/−^ mice, indicating atrial dilatation, a hallmark of heart failure. VEGFR-1 TK^−/−^ mice that did not survive pressure overload had no obvious signs of congestion or heart failure to explain the deaths. The coordination of myocardial excitation-contraction coupling is also disrupted by cardiac fibrosis, characterized by excessive accumulation of extracellular matrix proteins in the myocardium [35]. It is a major hallmark of pathological cardiac remodeling, and it results in the development of scar tissue increasing the stiffness of LV. Interstitial and perivascular fibrosis were evident in both control and VEGFR-1 TK^−/−^ mice at day 14 after angII infusion when assessed from Masson´s trichrome and Picro Sirius Red stainings of the LV sections. However, there were no significant differences between the groups suggesting that VEGFR-1 signaling has no role in the development of fibrosis.

VEGFR-2 and VEGF-A protein expression levels were similar in both control and VEGFR-1 TK^−/−^ myocardium, suggesting that reduced VEGFR-1 signaling is not compensated by other VEGF family members. Also, there were no significant differences in the expression levels of VEGF-B, which has been shown to be downregulated during the progression of LVH [14]. The lack of alterations in VEGF-B expression levels could also account for the absence of metabolic effects in this study. It is interesting that VEGFR-1 mRNA and protein were both upregulated in the LV, emphasising the role of VEGFR-1 signaling in the development of LVH. Several signaling pathways regulate the development of LVH and subsequent transition to a maladaptive phase [36,37]. We found a significant upregulation of cardiac tissue CXCR4 mRNA, which has been shown to prevent adaptive ventricular remodelling after pressure overload [27] and increased ACTA1 levels, that has been shown to be a marker for heart failure [22,23]. We also performed protein analyses which revealed significantly downregulated phosphorylation of PKCα and a 5-fold increase in mTOR phosphorylation in VEGFR-1 TK^−/−^ mice myocardium. We propose that VEGFR-1 downstream signaling regulates several pathways associated with cardiac hypertrophy and the balance of phosphorylation and activity of PKCα and mTOR could inhibit the initial development of compensatory LVH but eventually result in cardiomyocyte hypertrophy at a later time point. Altogether, the data suggest that the lack of VEGFR-1 signaling does not alter the transcriptome extensively but affects the activity of important signaling pathways during pressure overload.

Limitations of our study include the use of a rapidly inducible animal model to mimic human pressure overload in contrast to the typically slow disease progression in humans. Also, the lack of mitral valve doppler echocardiography and measurements of E/e’ ratio does not allow us to thoroughly assess the LV diastolic function, and hence we cannot fully compare our findings to human clinical condition. Furthermore, we were not able to determine the exact cause of death of VEGFR-1 TK^−/−^ mice, which is a general limitation of mouse studies concerning heart failure.

In conclusion, deletion of VEGFR-1 signaling appears not to have an effect on normal cardiac function but it inhibits the development of early compensatory LVH, which in turn leads to cardiac dysfunction associated with atrial dilatation and increased risk of sudden cardiac death, a phenotype somewhat resembling human HFpEF. Eventually, this results in cardiomyocyte hypertrophy mediated by mTOR signaling and increased heart failure markers. We conclude that VEGFR-1 signaling regulates the early remodelling process during the compensatory phase of pressure overload, which might be used as a target for therapeutic interventions of heart failure in the future.

## Figures and Tables

**Figure 1:**
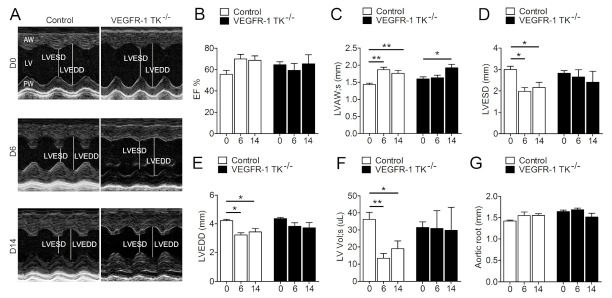
VEGFR-1 signaling regulates the early stage of compensatory LVH. Progression of LVH as followed by echocardiography. (**A**) Representative short axis view images of LVs at day 0, 6 and 14. (**B**) LV ejection fraction (EF; n = 6–13/group). (**C**) LV anterior wall (LVAW) thickness (n = 6–13/group). (**D**). LV end-systolic diameter (LVESD; n = 6–13/group). (**E**) LV end-diastolic diameter (LVEDD; n = 6–13/group). (**F**) LV systolic volume (LV Vol;s; n = 6–13/group). (**G**) Aortic root diameter (n = 6–13/group). Values are mean ± SEM. Statistical analyses were performed using one-way ANOVA with Bonferroni’s post hoc test. *** *p* < 0.001; ** *p* < 0.01; * *p* < 0.05.

**Figure 2:**
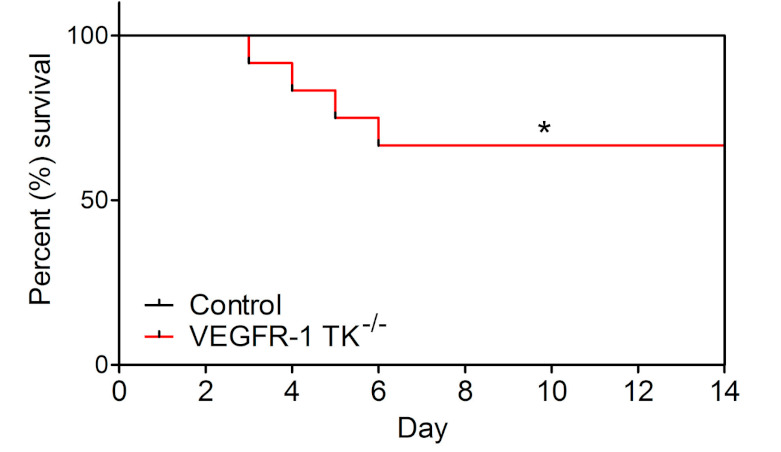
VEGFR-1 TK^−/−^ mice show significantly increased mortality. Mortality of VEGFR-1 TK^−/−^ and control mice during 14-day follow-up after angII infusion (n = 10–13/group). Values are mean ± SEM. Statistical analysis was performed using Kaplan–Mayer with log-rank test for survival curve. *** *p* < 0.001; ** *p* < 0.01; * *p* < 0.05.

**Figure 3:**
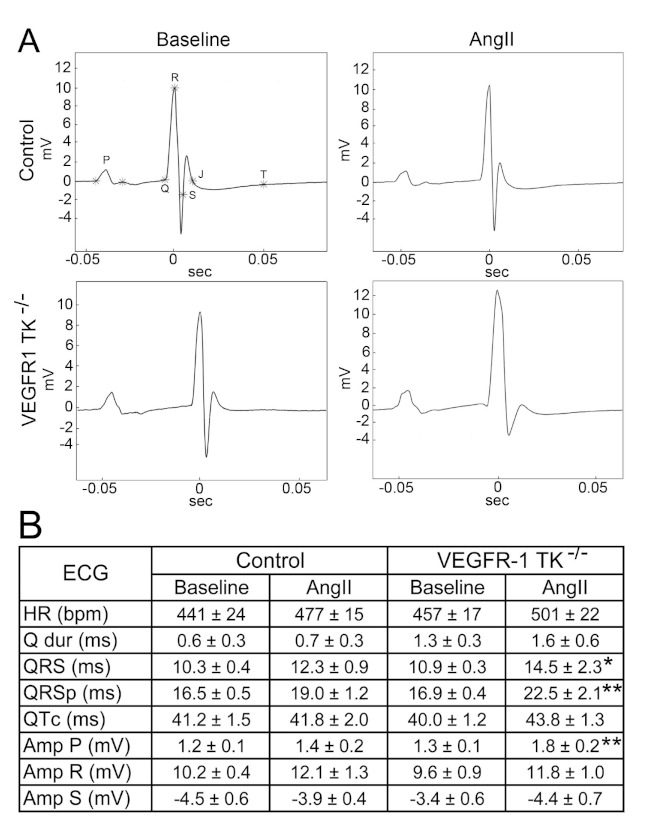
Deletion of VEGFR-1 signaling leads to QRSp prolongation after pressure overload. (**A**) Representative electrocardiographs of baseline and day 14 of angII infusion. (**B**) Electrocardiographic measurements during baseline and LVH (n = 7–13/group). Values are mean ± SEM. Statistical analyses were performed using Student´s *t*-test. *** *p* < 0.001; ** *p* < 0.01; * *p* < 0.05. Amp indicates amplitude; BPM, beats per minute; HR, heart rate; ms, millisecond; mV millivolt.

**Figure 4:**
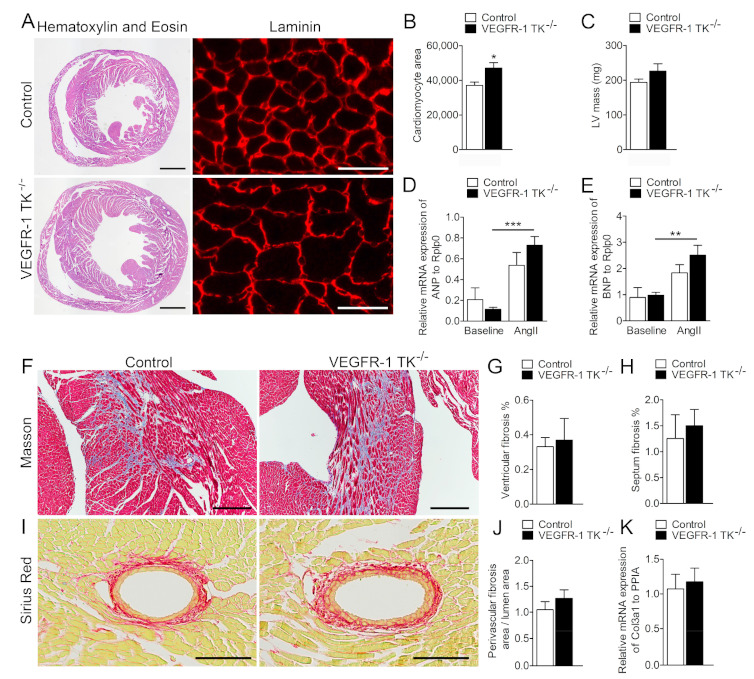
VEGFR-1 TK^−/−^ mice display cardiomyocyte hypertrophy at day 14. (**A**) Haematoxylin & Eosin (scale bar is 1000 µm) and laminin (scale bar is 25 µm) stainings of the myocardium at day 14 of angII infusion. (**B**) Quantification of cardiomyocyte area (n = 8–10/group). (**C**) LV mass measured with echocardiogram (n = 7–11/group). (**D**) Relative ANP mRNA expression measured with RT qPCR (n = 5–7/group). (**E**) Relative BNP expression measured with RT qPCR (n = 5–7/group). (**F**) Masson’s staining of the myocardium (scale bar is 250 µm). (**G**) Quantification of the level of fibrosis in the ventricles (n = 6–9/group). (**H**) Quantification of the level of septal fibrosis (n = 6–9/group). (**I**) Sirius Red staining of the perivascular fibrosis (scale bar is 100 µm). (**J**) Quantification of the level of perivascular fibrosis (n = 6–9/group). (**K**) Relative mRNA expression of Col3a1 measured with RT qPCR (n = 5–7/group). Values are mean ± SEM. Statistical analyses were performed using one-way ANOVA with Bonferroni’s post hoc test and Student´s *t*-test. *** *p* < 0.001; ** *p* < 0.01; * *p* < 0.05.

**Figure 5:**
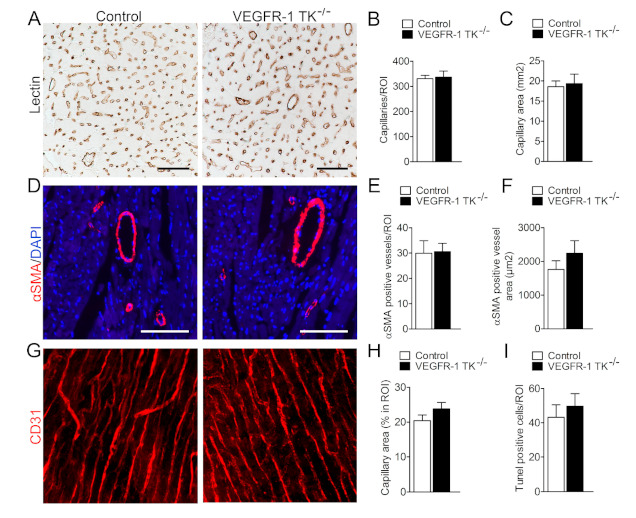
VEGFR-1 TK signaling does not affect angiogenesis. (**A**) Representative images of lectin staining of myocardial sections at day 14 of angII infusion (scale bar is 50 µm). (**B**) Quantification of capillary density in LV (n = 7–9/group). (**C**) Quantification of capillary area (n = 7–9/group). (**D**) Representative images of staining for arteries (αSMA; scale bar is 100 µm). (**E**) Quantification of arterial vessel density (n = 8–10/group). (**F**) Quantification of αSMA-positive vessel area (n = 8–10/group). (**G**) Representative images of staining for CD31 to visualise capillary tree at baseline. (**H**) Quantification of capillary area (n = 6–9/group). (**I**) Quantification of apoptotic cells at day 14 of angII infusion (n = 8–10/group). Values are mean ± SEM. Statistical analyses were performed using Students *t*-test. *** *p* < 0.001; ** *p* < 0.01; * *p* < 0.05.

**Figure 6:**
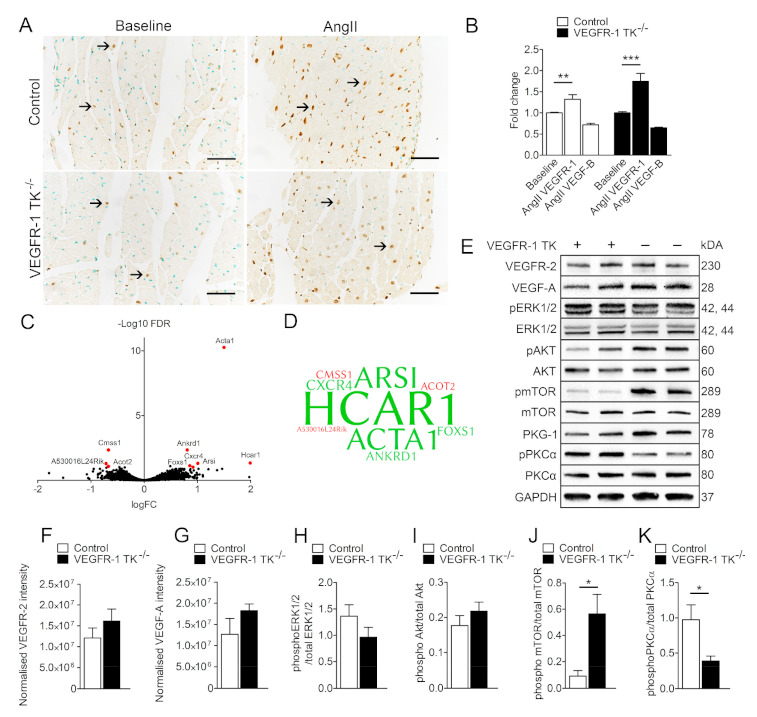
LVH increases VEGFR-1 expression in the myocardium. (**A**) Representative images of VEGFR-1 staining of the myocardium at baseline and after 14-day angII infusion. (**B**) Relative VEGFR-1 and VEGF-B expression measured with RT qPCR (n = 5–7/group). (**C**) RNA sequencing of LVs at day 14 of angII infusion. Volcano plot in which red represents significance in VEGFR-1 TK^−/−^ mice compared to littermate controls with the use of a log fold change (logFC) >0.585 and false discovery rate (FDR) value of <0.10 (n = 4/group). (**D**) Word cloud presentation of differentially regulated genes found in RNA sequencing. Upregulated genes are marked with green and downregulated genes with a red colour. Larger word size correlates with higher fold change (n = 4/group). (**E**) Western blot analysis of LVH signaling cascades at day 14 of angII infusion. Quantification of VEGFR-2 (**F**), VEGF-A (**G**) phosphorylated ERK1/2 (**H**), Akt (**I**), mTOR (**J**) and PKCα (**K**) expression in LVs (n = 4–5/group). Values are mean ± SEM. Statistical analyses were performed using one-way ANOVA and Student’s *t*-test. *** *p* < 0.001; **p < 0.01; * *p* < 0.05.

## Data Availability

The RNA sequencing data generated in this publication have been deposited in GEO under accession GSE162489.

How the deposited data were processed for this re-analysis (not part of the article)

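The data are RNA sequencing libraries of the LVs of 8 mice after angII infusion (0.1 mg/kg/h, day 14), with 4 libraries in each genotype. The authors trimmed the reads with Trim Galore 0.4.4 at a Phred cutoff of 30. They aligned them to GRCm38 with STAR 2.5.4b, allowing mismatches in a share of 0.04 of the bases and 10 alignments per read, and counted them on the genes of GENCODE M16 with featureCounts of Rsubread 1.32.4. The paper does not state the counting of strand or of reads with several alignments. Counting without strand adds reads of antisense genes to a gene, and counting reads with several alignments adds reads of paralogs. The authors deposited 1 table of whole-number counts per gene, not normalized, for the 8 libraries. All its columns were used. It lists 46040 genes, none of them mitochondrial and no row without a gene name, and 849 of its identifiers are missing from GENCODE M21, the annotation of GRCm38 used here for symbols and coordinates. Transcripts of protein coding genes made up 99.13% to 99.26% of the counts of each library, and the 10 most abundant genes took 11.1% to 14.3%.

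The genotype tag and the library name of every library name one genotype and the sample title names the other. Libraries were grouped by the tags and library names, replicate numbers were taken from the labels, and the grouping by titles was used as an alternative, which changes only the sign of a comparison. The counts were not used to choose between the labels.

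Genes with a CPM of at least 1 in at least 2 libraries were kept, 13542 in number. Counts were normalized with TMM factors, which lay between 0.917 and 1.12, and tested with the quasi-likelihood F test of edgeR 4.0.16 (glmQLFit and glmQLFTest, no covariates, all 8 libraries) in R 4.3.3. FDR is the Benjamini-Hochberg adjusted p over all genes tested. Genes were called at an FDR under 0.1 and an absolute log2 fold change of at least 0.585, the thresholds of the paper. The authors used the likelihood ratio test of edgeR 3.24.3, which was run here in edgeR 4.0.16 as an alternative. Normalized CPM is the count scaled to the TMM-adjusted library size, and its log2 was taken with a prior count of 2. Single genes were also compared with an exact 2-sided permutation test of log2 normalized CPM over all splits of the libraries into 4 and 4, whose smallest p is 0.0286.

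The grouping, the design, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The named genes are the 9 genes of Figure 6C,D, *Flt1*, the RNAs of 12 targets of Western blot or RT-qPCR, every gene called by the quasi-likelihood test, and members of the gene lists with an FDR under 0.1. *Hmgb1*, other genes near *Flt1*, members of lists adjusted over the list alone, and paralogs were named after their values were seen. The values of some single genes covered by the rule or the lists are not reported here. Gene lists were written for angiogenesis, pressure overload, fibrosis, PPAR targets, the circadian clock, immediate early genes, adipocytes, atrium, skeletal muscle, red blood cells, leukocytes and genes that collect reads of ribosomal RNA. They were tested with camera of limma 3.58.1 with a preset correlation of 0.01, with camera with an estimated correlation, and with fry.

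The alternatives were the likelihood ratio test, DESeq2 1.42.0 with its size factors, robust dispersion estimates, RLE size factors, total counts, no filter on low counts, filterByExpr, other thresholds, each library left out in turn, and the replicate number as a block. Combinations of the likelihood ratio test with another choice and the grouping by titles were added after the values were seen. Relations between lists and figures were computed in Python 3.11.15.

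Counts per library lay between 11449137 and 16239670. At this depth, a gene at a CPM of 1 has 11 to 16 reads, so that counting error is large for genes such as *Hcar1*. The quasi-likelihood test was tested on simulated counts of 13379 genes, 200 of them changed. The changed genes were moved by an absolute log2 fold change of at least 1 and were not drawn from genes with few reads. The noise was independent between genes, so the shares do not apply to smaller changes, few reads or variation that libraries share. It recovered 99% of the changed genes, with a false share of 6.60% among its calls. The likelihood ratio test and DESeq2 recovered 100%, with false shares of 15.6% and 10.3%. Pairs of libraries of one group had a chi-square per degree of freedom of 7.20 to 53.7 between their counts, where sampling noise alone gives 1. *Xist* had at most 1 count in any library.

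Libraries of isolated cardiomyocytes at baseline, counts per exon and reads were not analysed here. The paper's Western blot, RT-qPCR, histology, ECG and ultrasound measurements were not analysed here.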

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

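The tests in this part were chosen after the results they bear on had been seen, except the count of splits for the number of genes called by the quasi-likelihood test. Directions are by the genotype tags and reverse by the sample titles.

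The paper does not name *Flt1*, the gene of VEGFR-1, among the genes it reports from RNA sequencing. It was the only gene called by the quasi-likelihood test with the filter on low counts and all libraries, with a log2 fold change of 1.19, and it was called under all 16 alternatives of test, normalization, filter, block and libraries. Its lowest raw count in the VEGFR-1 TK-/--tagged group was 1680 and its highest in the control-tagged group was 1054, while the VEGFR-1 TK-/--tagged libraries had the lower median total. This argues against library size as the source. Among 100 genes matched to *Flt1* on length and GC content, the median log2 fold change was −0.07 and the largest absolute value was 0.61, which argues against a bias of length or GC content. Of the 35 splits of the libraries into 4 and 4, 2 gave at least 1 called gene, the split by genotype included. In the other splits, the unadjusted p of *Flt1* was 0.0217 or more, against 5.97e-07. The genotype itself stays open as a biological source, and its direction rests on the contradicting labels. Counts per exon, which would show the removed domain, were not analysed here.

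Genes around *Flt1* differed between the groups more often than other genes. Within 10 Mb of *Flt1*, 11 of 138 genes (7.97%) had an unadjusted p under 0.01, against 264 of 12664 genes (2.08%) on other chromosomes. Of 11609 windows of the same width around genes of other chromosomes, 2 had as large a share. The split by genotype was the only one of the 35 splits, 1 of 35, with as many such genes, and the other splits had at most 3. Of the 11 genes, 6 were higher and 5 lower in the VEGFR-1 TK-/--tagged libraries, so 5 went against *Flt1*. This argues against a spread of the change of *Flt1* to its neighbours as the whole source. None of the 11 had an FDR under 0.1 by the quasi-likelihood test over all libraries with the filter on low counts. With no filter, *Hmgb1* did (FDR = 0.0302). *Hmgb1*, 1.47 Mb from *Flt1*, was chosen after its values were seen. Its normalized CPM was 50.8 ± 6.30 in the control-tagged and 80.3 ± 4.45 (SD, n = 4) in the VEGFR-1 TK-/--tagged libraries, a log2 fold change of 0.66 (SE 0.10, FDR = 0.178). By the likelihood ratio test, the FDR was 0.000166, in a range from 2.51e-05 to 0.753 over the alternatives. *Hmgb1* shares 42 exon bases with *Uspl1* on the opposite strand, whose log2 fold change was −0.02, and reads shared with copies of *Hmgb1* elsewhere were not examined. A candidate explanation is DNA of the strain in which the allele was made, kept around *Flt1* by linkage. The share of 7.97% and the mix of directions go with it. It cannot be told apart from other effects of the locus, because counts carry no sequence variants.

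The likelihood ratio test called 48 genes that are not among those the paper reports from RNA sequencing, 11 higher and 37 lower in the VEGFR-1 TK-/--tagged libraries, *Flt1* among them. In 40 of the 48 genes the groups did not overlap, 4 lie within 10 Mb of *Flt1*, and in 0 of them did 1 library hold a share of 0.5 or more of the normalized counts. With no gene changed, 20 simulations of independent noise gave at most 16 calls of this test (median 7), against 53 in the data. Such noise is therefore not the whole source of the calls. Over the 35 splits of the libraries, 3 gave 53 or more calls, the split by genotype included, and the other such splits gave 86 and 88. Variation that libraries share across genotypes is thus as large as the difference between the groups in this test, and most of the 53 calls could follow from it. The labels give no batch with which to test that.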

How the results depend on the processing

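The grouping by titles, the combinations of the likelihood ratio test with another choice, and the repeats of that test without 1 library were chosen after the values had been seen.

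The number of called genes moved with the test and the filter. Against 1 gene (1 up, 0 down by tags) in the quasi-likelihood test, the likelihood ratio test called 53 (12 up, 41 down), DESeq2 32 (6 up, 26 down) and the quasi-likelihood test with no filter 23 (4 up, 19 down). Calls of the likelihood ratio test numbered 48 with no filter (13 up, 35 down) and 49 with filterByExpr (12 up, 37 down). They numbered 75 with no fold change threshold (16 up, 59 down) and 19 at an FDR under 0.05 (4 up, 15 down). In the quasi-likelihood test, robust dispersion, RLE size factors, total counts, filterByExpr, no fold change threshold and an FDR under 0.05 gave 1 gene each. Across the 8 fits that each left out one library, 1 to 3 genes were called, 1 up in each and from 0 to 2 down. The number was 2 without control-tagged replicate 1, and 3 without control-tagged replicate 2 or 4. In the likelihood ratio test, it went from 16 without VEGFR-1 TK-/--tagged replicate 2 to 122 without control-tagged replicate 1. The cause was not tested.

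With the replicate number as a block, the quasi-likelihood test called 1 gene and the likelihood ratio test 89 (17 up, 72 down). Deviations from the group means of libraries with the same number correlated at −0.03, 0.03, 0.34 and −0.06, so the numbers were not taken as pairs. With the block, the camera value of the red blood cell list went from 0.0984 to 0.00827 and the fry value of the skeletal muscle list from 0.515 to 0.0483. Adjusted over the list alone, the block took the genes under 0.1 from 3 to 22 for fibrosis, from 10 to 5 for angiogenesis and from 0 to 2 for the circadian clock. It also gave unadjusted values of 0.0313 for *Nppb* and 0.0460 for *Col3a1*.

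Grouping by titles gave 0 genes up and 1 down, and reversed every log2 fold change by construction. *Flt1* was then at −1.19, *Hcar1* at 2.10, *Acta1* at 1.51, *Ankrd1* at 0.82, *Cxcr4* at 0.83, *Arsi* at 0.89, *Foxs1* at 0.74, *Cmss1* at −0.65, *Acot2* at −0.64 and *A530016L24Rik* at −0.66. Under the 16 other alternatives set in advance, *Flt1* was called 16 times. For the 9 genes of the paper, 129 of 144 comparisons had the same direction and side of the thresholds, 15 passed the thresholds, and 0 reversed. DESeq2 gave no FDR for *Hcar1* and *Prkg1*, and only their direction was compared there.

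For the RNAs of 12 Western blot or RT-qPCR targets, 184 of 192 comparisons were the same and 8 reversed, in 3 genes near 0. *Kdr* was at −0.0186 with total counts and between −0.11 and 0.18 with 1 library left out. *Prkca* lay between −0.0105 and 0.0517 and *Vegfb* between −0.0220 and 0.24 in those fits.

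Over all libraries, with TMM normalization and the filter, none of the 6 lists with a camera value under 0.05 kept it with fry or an estimated correlation. Fry and the estimated correlation gave 0.0526 and 0.0913 for angiogenesis, 0.0693 and 0.0674 for pressure overload, 0.12 and 0.112 for fibrosis, 0.129 and 0.147 for leukocytes, 0.181 and 0.118 for the circadian clock, and 0.0652 and 0.0622 for PPAR targets. Some values fell under 0.05 under other settings. For angiogenesis, fry gave 0.0484 with RLE size factors, 0.0386 without VEGFR-1 TK-/--tagged replicate 1 and 0.0107 without control-tagged replicate 1, where the estimated correlation gave 0.0276. For pressure overload, the estimated correlation gave 0.0396 with no filter and 0.0106 without VEGFR-1 TK-/--tagged replicate 4, where fry gave 0.0125. For PPAR targets, it gave 0.0410 with no filter and 0.0404 without VEGFR-1 TK-/--tagged replicate 1, where fry gave 0.0459. For the circadian clock, it gave 0.0437 without control-tagged replicate 4. With 1 library left out, the camera value ranged from 0.000151 to 0.0559 (without control-tagged replicate 2) for leukocytes and from 0.00216 to 0.206 (without control-tagged replicate 2) for the circadian clock. Directions near 0 changed in 4 lists in those fits, whose values ranged from 0.367 to 0.949 for adipocytes, from 0.148 to 0.978 for the atrium, from 0.283 to 0.952 for genes that collect reads of ribosomal RNA, and from 0.108 to 0.806 for immediate early genes. The red blood cell list passed 0.05 without control-tagged replicate 1 (0.00163) or 4 (0.0231), without VEGFR-1 TK-/--tagged replicate 2 (0.00166) and with no filter (0.0324).

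Depth limits *Hcar1*, with 2 to 43 reads per library, whose log2 fold change went from −3.18 to −1.79 with 1 library left out.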

Differences from the paper's values

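The paper reports 9 differentially expressed genes, and the quasi-likelihood test called 1, *Flt1*. None of the alternatives set before the data were examined gave a number within 1.5 times of the paper's. The numbers were 53 with the likelihood ratio test of the paper's methods, 32 with DESeq2, 23 with no filter on low counts, 2 or 3 without control-tagged replicate 1, 2 or 4, and 1 otherwise. The likelihood ratio test combined with a block, no filter or filterByExpr, chosen after seeing the values, gave 89, 48 and 49. Also chosen then, it gave 19 at an FDR under 0.05 and 75 with no fold change threshold. With 1 library left out in turn, it gave from 16 (without VEGFR-1 TK-/--tagged replicate 2) to 122 (without control-tagged replicate 1).

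The paper reports 6 upregulated genes. On the scale of the sample titles, on which the paper's directions lie, the quasi-likelihood test called 0 upregulated genes, and by the tags it called 1, with 1213 genes of an unadjusted p under 0.05. By the titles, the number was 41 with the likelihood ratio test, 26 with DESeq2, 19 with no filter, 1 or 2 without control-tagged replicate 1, 2 or 4, and 0 otherwise, so none of these closed the gap. By the tags, DESeq2 gave 6 and no filter 4, but these are not the genes the paper calls upregulated.

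The paper reports 3 downregulated genes. The quasi-likelihood test called 1 by the titles and 0 by the tags. By the titles, only no filter came within 1.5 times among the alternatives set before the data were examined, with 4 genes. Of the settings chosen after seeing the values, 4 genes also came from the likelihood ratio test at an FDR under 0.05. That test without VEGFR-1 TK-/--tagged replicate 2 gave 4 genes too. The likelihood ratio test gave 12, DESeq2 6, and each other alternative set before the data were examined 1. By the tags, 2 genes were called without control-tagged replicate 2 or 4.

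The paper gives 30 M reads per sample, and the median number of counts on genes was 12.4 M. The former counts sequenced reads and the latter reads assigned to genes, and no alternative bears on it. Each fragment was sequenced from 2 ends, and the paper does not state whether its number counts single reads or pairs. The size of the gap depends on that unit.

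The paper shows *Hcar1*, *Acta1*, *Arsi*, *Ankrd1*, *Foxs1* and *Cxcr4* as higher and *Cmss1*, *Acot2* and *A530016L24Rik* as lower in VEGFR-1 TK-/- mice. By the tags, all 9 went the other way. With the groups by titles, the log2 fold changes were within 1 SE of those read by eye in Fig. 6C. *Hcar1* was at 2.10 against about 2.0, *Acta1* at 1.51 against about 1.5, *Arsi* at 0.89 against about 1.0 and *Ankrd1* at 0.82 against about 0.80. *Foxs1* was at 0.74 against about 0.85, *Cxcr4* at 0.83 against about 0.92, *Cmss1* at −0.65 against about −0.67, *Acot2* at −0.64 against about −0.67 and *A530016L24Rik* at −0.66 against about −0.71. The paper names *Hcar1* as the most upregulated of its regulated genes, and by titles it was also the highest of these 9 genes. Among all genes tested, called or not, its log2 fold change by titles was the fifth highest.

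The paper calls these 9 genes significant, and the quasi-likelihood test over all libraries with the filter on low counts called none of them. The likelihood ratio test called *Acta1*, *Ankrd1*, *Cmss1*, *Cxcr4* and *Hcar1*, at each threshold on the FDR or fold change except that an FDR under 0.05 left *Acta1*, *Ankrd1* and *Cmss1*. DESeq2 and no filter called *Acta1*, *Ankrd1*, *Cmss1* and *Cxcr4*, and DESeq2 gave no FDR for *Hcar1*. *Acta1* was called without control-tagged replicate 2 or 4. Of the settings chosen after seeing the values, the likelihood ratio test with no filter or filterByExpr called the same 5 genes as without, and with a block it called *Arsi* and *A530016L24Rik* too. With 1 library left out in turn in that test, *Acta1* was called in each of the 8 fits. *Ankrd1* was lost without VEGFR-1 TK-/--tagged replicate 2 or 3, and *Cmss1* without control-tagged replicate 3 or VEGFR-1 TK-/--tagged replicate 2. *Hcar1* was lost without control-tagged replicate 2 or 3 or VEGFR-1 TK-/--tagged replicate 1, 3 or 4, and *Cxcr4* without control-tagged replicate 3 or 4 or VEGFR-1 TK-/--tagged replicate 2, 3 or 4. Among the other genes, *Acot2* was called without control-tagged replicate 1, VEGFR-1 TK-/--tagged replicate 1 or VEGFR-1 TK-/--tagged replicate 4, *Foxs1* and *A530016L24Rik* without control-tagged replicate 3, *A530016L24Rik* without control-tagged replicate 1, and *Arsi* without control-tagged replicate 4 or VEGFR-1 TK-/--tagged replicate 3.

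The paper states that genes of angiogenesis or its regulation were not altered. *Flt1*, which regulates angiogenesis, was called with a log2 fold change of 1.19 by tags. It is the gene of the altered allele, so its call does not show a response of other angiogenesis genes. *Angpt1*, at 0.85, was called by the likelihood ratio test and not by the quasi-likelihood test, and its groups overlapped.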

Other observations

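The tests of the lists for skeletal muscle and ribosomal RNA were written down in advance, and the other tests in this part were chosen after the results had been seen.

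With groups by the sample titles, 9 of the 9 genes of Figure 6C,D went in the paper's direction, and with groups by the genotype tags and library names 0 did. One candidate explanation is genotype tags and library names exchanged between the groups, which needs 9 matches by titles. Another candidate explanation is groups exchanged in the paper's comparison, which needs 0 matches by tags. The comparison of the 9 genes cannot tell these apart, because both make the same counts. The level of *Flt1* over the whole gene need not fall with the allele and does not decide it. By RT-qPCR, the paper reports ANP and BNP as increased most in VEGFR-1 TK-/- mice. By titles, *Nppa* and *Nppb* were also higher, at 0.31 (SE 0.27) and 0.42 (SE 0.27), and by tags lower. Their FDR was 0.762 and 0.677 by the quasi-likelihood test, so they do not decide between the labels.

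The difference in *Hcar1* might come from more pericardial fat in the dissected tissue of one group. Of 16 listed adipocyte transcripts, 6 were tested. Their median log2 fold change of −0.03 decides nothing, since they went both ways, and the most abundant of them, *Fabp4*, at 947 and 917 normalized CPM, is also expressed outside fat. Abundant fat transcripts that did not pass the filter were *Adipoq*, *Cfd*, *Plin1*, *Cidec*, *Retn* and *Lep*. Together they had 35 reads in the control-tagged libraries, where *Hcar1* had 124, and 1 read in the VEGFR-1 TK-/--tagged libraries. Of the 35 reads, *Cfd* had 28 and *Adipoq* 3, and *Plin1*, *Retn* and *Lep* had 0. Traces of fat thus lie on the side of *Hcar1*, but fat that carried 124 reads of *Hcar1* would bring more of its abundant transcripts than that, which argues against fat as the whole source. The difference in *Acta1* might likewise come from skeletal muscle. Of 12 skeletal muscle transcripts, 4 were tested, and the highest group mean among them was 17.85 normalized CPM (*Cacna1s*, which the heart also expresses), far under the 1676 and 4770 of *Acta1*. This argues against it. Of the RNAs that collect reads of ribosomal RNA, 5 of 7 were tested, with a median log2 fold change of 0.055 against 0.65 for *Cmss1* and a range from −0.28 to 0.28. Whether reads of ribosomal RNA may have added to *Cmss1* cannot be told apart from a change of its own, because the members went both ways.

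The mean distance between libraries was larger between groups than within groups, and 3 of the 35 splits gave as large a difference, the split by genotype included. By this measure a separation of the groups was neither shown nor excluded.

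Of the 12 lists, 6 had a camera value under 0.05, and none of these held with fry or an estimated correlation over all libraries with TMM normalization and the filter. By tags, the 24 fibrosis genes were all lower in the VEGFR-1 TK-/--tagged libraries (median −0.49, camera value 2.80e-13), 15 of the 20 pressure overload genes were lower (median −0.36, 1.63e-06), and the 20 PPAR targets were all higher (median 0.30, 2.92e-10). The fibrosis median was −0.26 without VEGFR-1 TK-/--tagged replicate 3 and −0.32 without control-tagged replicate 2. The pressure overload median was −0.17 and −0.20 in these fits, and the PPAR median was 0.18 without VEGFR-1 TK-/--tagged replicate 2. The angiogenesis list is given beside the paper's statement on it. The 18 leukocyte genes tested had a median of −0.22 (0.00391) and the 16 circadian clock genes a median of 0.24 (0.0225). The leukocyte median was −0.40 without VEGFR-1 TK-/--tagged replicate 1, −0.33 without control-tagged replicate 1 and −0.14 without control-tagged replicate 2. The clock median was 0.12 without VEGFR-1 TK-/--tagged replicate 1 or control-tagged replicate 2, and 0.15 without control-tagged replicate 3. Other splits of the libraries also gave as small a value. Of the 35 splits, the count was 4 for angiogenesis, 6 for pressure overload, 7 for fibrosis, 8 for leukocytes, 9 for the circadian clock and 3 for PPAR targets, the split by genotype included. Values under 0.05 came from 19, 20, 26, 15, 12 and 24 of the 35 splits in the same order. The values of the lists thus cannot tell a genotype effect from other variation between libraries, because other splits gave values as small. No genotype effect on a list was shown. No gene of the fibrosis, pressure overload and PPAR lists had an FDR under 0.1, with 7, 6 and 9 genes at an unadjusted p under 0.05. With no filter on low counts, 1 gene of the fibrosis and 1 of the pressure overload list did. Adjusted over the list alone, there were 3 (*Fbn1*, *Loxl2*, *Fap*), 4 (*Ctgf*, *Fhl1*, *Mybpc2*, *Synpo2l*) and 5 genes under 0.1. With 1 library left out, the fibrosis number went from 0 (without control-tagged replicate 2 or VEGFR-1 TK-/--tagged replicate 2) to 17 (without VEGFR-1 TK-/--tagged replicate 1), and it was 17 with no filter. The pressure overload number went from 3 to 9 (without VEGFR-1 TK-/--tagged replicate 4), and the PPAR number from 0 (without control-tagged replicate 3) to 10 (without VEGFR-1 TK-/--tagged replicate 4, and also with no filter). The circadian clock list, with 0 such genes and 5 at an unadjusted p under 0.05, had 9 without VEGFR-1 TK-/--tagged replicate 4 and 5 without control-tagged replicate 4 or with no filter. The pressure overload list shares *Myl4*, *Myl7* and *Nppa* with the atrial list.

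The remaining lists had camera values of 0.869 for adipocytes, 0.382 for the atrium (7 genes, median 0.02), 0.508 for skeletal muscle (median 0.10), 0.0984 for red blood cells (6 genes, median −0.33), 0.62 for genes that collect reads of ribosomal RNA, and 0.713 for immediate early genes (14 genes, median −0.04). The red blood cell median was −0.14 without control-tagged replicate 2 or 3, −0.54 without control-tagged replicate 1 and −0.51 without VEGFR-1 TK-/--tagged replicate 2.

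Across the 8 libraries, the mean levels of the fibrosis and pressure overload lists rose and fell together (Pearson's r = 0.92, exact permutation p = 0.000471, Benjamini-Hochberg adjusted 0.00283 over 6 relations, Spearman's rho = 0.905, exact permutation p = 0.00456). Without the 2 libraries farthest from the median, r was 0.971 (exact permutation p = 0.00417). The PPAR and angiogenesis lists, *Flt1* left out, went in opposite directions (r = −0.889, exact permutation p = 0.00246, adjusted 0.00737, rho = −0.881, exact permutation p = 0.00724), with r = −0.888 in the 6 libraries left (exact permutation p = 0.0306). Fibrosis and angiogenesis had r = 0.755 (exact permutation p = 0.0267, adjusted 0.0534, rho = 0.571, exact permutation p = 0.151), which fell to 0.426 in the 6 libraries left and so rests on the others. The other relations had adjusted values of 0.0689 to 0.0751. After the mean of each genotype was taken off and libraries were permuted within genotypes only (576 arrangements), the fibrosis and pressure overload lists had r = 0.895 (exact permutation p = 0.0295, adjusted 0.0885). The PPAR and angiogenesis lists had r = −0.784 (exact permutation p = 0.0278, adjusted 0.0885), and the fibrosis and angiogenesis lists r = 0.63 (exact permutation p = 0.116, adjusted 0.233). None of the 6 relations was under 0.05 after adjustment in this form.

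The paper measured the mRNA of *Flt1* by RT-qPCR, and *Flt1* had an FDR = 0.00808 in the quasi-likelihood test. The RNAs of the 12 other Western blot or RT-qPCR targets had no FDR under 0.1 in that test over all libraries. The lowest was 0.559 for *Vegfa*, and none of the 12 had an unadjusted p under 0.05 there. Unadjusted values under 0.05 arose for these RNAs under some alternatives, with no FDR under 0.1. They were 0.0182 for *Vegfa* with DESeq2, 0.0343 with total counts, 0.0409 without control-tagged replicate 3 and 0.0335 without VEGFR-1 TK-/--tagged replicate 4. They were 0.0248 for *Nppa* and 0.0292 for *Nppb* without VEGFR-1 TK-/--tagged replicate 4, 0.0344 for *Col3a1* without VEGFR-1 TK-/--tagged replicate 1, and 0.0244 for *Akt1* without control-tagged replicate 2. By tags, the log2 fold changes were 0.23 (SE 0.11) for *Vegfa*, 0.09 for *Vegfb*, 0.01 for *Kdr*, 0.02 for *Prkca*, −0.11 for *Mtor*, −0.17 for *Akt1*, −0.13 for *Mapk3*, −0.24 for *Prkg1*, −0.31 for *Nppa*, −0.42 for *Nppb* and −0.51 (SE 0.34) for *Col3a1*. With 1 library left out, *Nppa* went from −0.60 (without VEGFR-1 TK-/--tagged replicate 4) to −0.11 (without VEGFR-1 TK-/--tagged replicate 3), *Nppb* from −0.65 (without VEGFR-1 TK-/--tagged replicate 4) to −0.20 (without VEGFR-1 TK-/--tagged replicate 2), and *Col3a1* from −0.81 (without VEGFR-1 TK-/--tagged replicate 1) to −0.26 (without VEGFR-1 TK-/--tagged replicate 3). *Nppa*, *Prkca* and *Col3a1* share exon bases with other genes, whose counts summed to at most 42 over all libraries. No explanation was tested for these values.

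In 0 of 48 groups of 4 libraries, over 24 results, did a library lie far from the others by Dixon's criterion, where chance gives 2.4.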
